# Genome-wide DNA methylation profiles in Tibetan and Yorkshire pigs under high-altitude hypoxia

**DOI:** 10.1186/s40104-019-0316-y

**Published:** 2019-02-05

**Authors:** Bo Zhang, Dongmei Ban, Xiao Gou, Yawen Zhang, Lin Yang, Yangzom Chamba, Hao Zhang

**Keywords:** DNA methylation, Hypoxic adaptation, MeDIP-seq, Tibetan pig

## Abstract

**Background:**

Tibetan pigs, which inhabit the Tibetan Plateau, exhibit distinct phenotypic and physiological characteristics from those of lowland pigs and have adapted well to the extreme conditions at high altitude. However, the genetic and epigenetic mechanisms of hypoxic adaptation in animals remain unclear.

**Methods:**

Whole-genome DNA methylation data were generated for heart tissues of Tibetan pigs grown in the highland (TH, *n* = 4) and lowland (TL, *n* = 4), as well as Yorkshire pigs grown in the highland (YH, *n* = 4) and lowland (YL, *n* = 4), using methylated DNA immunoprecipitation sequencing.

**Results:**

We obtained 480 million reads and detected 280679, 287224, 259066, and 332078 methylation enrichment peaks in TH, YH, TL, and YL, respectively. Pairwise TH vs. YH, TL vs. YL, TH vs. TL, and YH vs. YL comparisons revealed 6829, 11997, 2828, and 1286 differentially methylated regions (DMRs), respectively. These DMRs contained 384, 619, 192, and 92 differentially methylated genes (DMGs), respectively. DMGs that were enriched in the hypoxia-inducible factor 1 signaling pathway and pathways involved in cancer and hypoxia-related processes were considered to be important candidate genes for high-altitude adaptation in Tibetan pigs.

**Conclusions:**

This study elucidates the molecular and epigenetic mechanisms involved in hypoxic adaptation in pigs and may help further understand human hypoxia-related diseases.

**Electronic supplementary material:**

The online version of this article (10.1186/s40104-019-0316-y) contains supplementary material, which is available to authorized users.

## Background

Epigenetic modification, including DNA methylation and histone modification, results in long-term regulations of gene expression [1]. In mammals, DNA methylation predominantly occurs at the C-5 position of cytosine in CpG dinucleotides, which are sparsely distributed in the genome, with the exception of short genomic regions called CpG islands (CGIs) [2, 3]. CpG methylation stabilizes the chromatin structure and may regulate the accessibility of these DNA regions for the transcriptional machinery [4]. Short-term severe hypoxia results in long-lasting changes in the genome-wide DNA methylation status, some of which may be highly correlated with the transcriptional modulation of several genes involved in functional pathways [5]. DNA methylation also plays an important role in regulating the transcription of hypoxia-response genes [6]. For example, DNA methylation in the promoter region of the estrogen receptor gene has been shown to increase under conditions of chronic hypoxia in the uterine arteries of pregnant sheep, thereby inhibiting gene expression [7]. Another previous study revealed significant genome-wide epigenetic differences between Ethiopians living at high and low altitudes [8]. Therefore, DNA methylation, an important epigenetic mechanism, may allow for the comprehensive profiling of hypoxic responses and adaptation in animals. Furthermore, as hypoxic stress is known to influence gene expression via the modification of DNA methylation, which has been studied with regard to tumor suppressor genes and cancer progression [9]; hypoxia has been shown to promote DNA hypermethylation in tumors [10] and alter gene expression in osteoblasts [11].

An important technical advance for analyzing genome-wide DNA methylation includes immunoprecipitation, which is used to enrich the genome portion containing either 5-methylcytosine or 5-hydroxymethylcytosine, depending on the antibody used, followed by high-throughput sequencing [12–14]. The methylated DNA immunoprecipitation (MeDIP)-based approach results in the enrichment of methylated DNA regions and can be combined with gene-by-gene polymerase chain reaction (PCR) detection and tiling microarrays [15–17]. MeDIP, in conjunction with high-throughput sequencing (MeDIP-seq), provides a genome-wide coverage technique that has successfully been used to profile global DNA methylation patterns in mammalian genomes [13] and in several tissues, including human breast cancer cells [18], peripheral blood mononucleocytes [19], and malignant nerve tumors [20].

Tibetan pigs inhabit the Tibetan Plateau and have a well-developed heart, which is better adapted to hypoxia than that of lowland pigs [21, 22]. A number of rapidly evolving and positively selected genes have been reported for Tibetan pigs based on high-throughput sequencing [23–27], and several important candidate genes for high-altitude adaptation, including genes involved in angiogenesis, ATP binding, and glucose metabolic processes as well as important pathways such as the hypoxia-inducible factor 1 (HIF-1) signaling pathway, have been revealed by comparative transcriptomic and proteomic analyses of Tibetan pig heart tissues [28]. However, the mechanisms involved in the regulation of gene expression at high altitude remain unclear. In the present study, we used MeDIP-seq to examine the genome-wide DNA methylation landscape in the heart tissues of Tibetan and Yorkshire pigs grown in high- and lowland areas to evaluate whether DNA methylation regulates the expression of certain key genes, potentially involved in high-altitude adaptation. Our results may further elucidate the regulation of genes involved in adaptation to high altitude in other species.

## Methods

### Sample preparation and DNA isolation

Castrated boars from four groups, which were conceived, born, and raised in either highland (Linzhi, 3000 m) or lowland (Beijing, 100 m) areas, including Tibetan highland pigs (TH, *n* = 9), Yorkshire highland pigs (YH, *n* = 9), Tibetan lowland pigs (TL, *n* = 9), and Yorkshire lowland pigs (YL, *n* = 9), were slaughtered and sampled at six months of age. The immigrant groups (YH and TL) descended from populations that had migrated to their raising places approximately three years earlier and had been bred for one generation. Prior to the experiment, all pigs were vaccinated and regularly dewormed during feeding. The feeding method included free access to drink water and feed. The same feeding method was maintained for different pigs at the same elevation. DNA was isolated from heart tissue samples using the TIANamp Genomic DNA Kit (Tiangen Biotech, Beijing, China).

### Library construction and sequencing

DNA (1 μg) was sonicated using a Covaris sonication system (Covaris, Woburn, MA, USA) according to previously established parameters [19] to obtain approximately 250-bp fragments. To end-repair DNA fragments, “adenine” nucleotides were added to the 3′ end and ligated to Agencourt® AMPure XP beads (Beckman Coulter, Brea, CA, USA). The Magnetic Methylated DNA Immunoprecipitation Kit (Diagenode, Liège, Belgium) was used to perform the methylation analysis by MeDIP. DNA enriched by MeDIP was amplified by PCR using the TruSeq DNA sample preparation kit and PCR Prep Box (Illumina, San Diego, CA, USA). Clustering of the index-coded samples was performed on a cBot Cluster Generation System using the cBot user guide (Illumina). After cluster generation, the libraries were sequenced using a HiSeq 2500 platform (Illumina), and 50 bp long single-end reads were generated. Four biological replicates were included in each pig group examined.

### MeDIP-seq data analysis

Raw reads obtained by MeDIP-seq were preprocessed using FASTX (version 0.0.13) (http://hannonlab.cshl.edu/fastx_toolkit/index.html) by removing reads containing adapters, low-quality reads, and reads shorter than 20 bp. The remaining (clean reads were then mapped to the pig reference genome of *Sus scrofa* 10.2.69 (ftp://ftp.ensembl.org/pub/release-69/fasta/sus_scrofa/dna/Sus_scrofa.Sscrofa10.2.69.dna.toplevel.fa.gz) using Bowtie (version 0.12.8). Methylation enrichment peaks were counted (DiffScore ≥50) using MACS (version 1.4) [29]. The MEDIPS package [30] was used to identify differentially-methylated regions [DMRs; window size = 500 bp, fold change ≥1.33 or ≤ 0.75, *P* ≤ 0.001]. Differentially methylated genes (DMGs) within DMRs were annotated using the UCSC database (https://genome.ucsc.edu/). According to the positions of the DMRs, we annotated related genomic elements as follows: promoter, 5′- untranslated region (UTR), coding sequence (CDS), 3′-UTR, exon, intron, and transcription termination region (TTR). The promoter region was defined as the 5000 bp sequence upstream of the transcription initiation site, and TTR was defined as the 5000 bp downstream of the transcription termination site. The CGI regions included “shores” (2000 bp flanking the CGIs) and “shelves” (2000 bp beyond CpG shores), while “open sea” regions were located outside CGIs. DMGs were classified into functional categories using Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotations using DAVID (https://david.ncifcrf.gov/home.jsp) [31].

### Bisulfite sequencing PCR to validate MeDIP-seq

Approximately 2 μg of DNA from each sample was subjected to bisulfite conversion with the EpiTect Bisulfite Kit (Qiagen, Frankfurt, Germany) according to the manufacturer’s protocol. Using MethPrimer (http://www.urogene.org/cgi-bin/methprimer/methprimer.cgi), we designed five pairs of bisulfite sequencing PCR (BSP) primers for five DMGs, including the branched-chain keto acid dehydrogenase E1 subunit beta (*BCKDHB*), epoxide hydrolase 2 (*EPHX2*), glutamic-oxaloacetic transaminase 2 (*GOT2*), retinoid X receptor gamma (*RXRG*), and ubiquitin D (*UBD*) genes, to confirm the results of MeDIP-seq (Additional file 1). All PCR products were gel-purified using a gel purification kit (BioTeke Corporation, Beijing, China), then ligated into the pMD18-T vector (TaKaRa, Kusatsu, Shiga, Japan), and transformed into *Escherichia coli* DH5α competent cells (Beijing Biotech Co., Ltd., Beijing, China). Eight to twelve monoclones from each individual were sequenced by Sangon Biotech Co., Ltd. (China). The acquired sequences were processed using the online tool QUMA (QUantification tool for Methylation Analysis) [32]. Samples from five individuals (differing from the four individuals whose samples were used for MeDIP-seq) from each group were used for BSP. Differences in DNA methylation for each gene were analyzed using Fisher’s exact test, and differences were considered statistically significant at *P* < 0.05.

### Quantitative real-time PCR

RNA extraction and cDNA synthesis were performed using the RNAprep Pure Kit (for tissue) and FastKing RT Kit (Tiangen Biotech). The hypoxanthine phosphoribosyltransferase (*HPRT*) gene was used as an internal control. The primers for *HPRT* and the five DMGs (*BCKDHB*, *EPHX2*, *GOT2*, *RXRG*, and *UBD*) are listed in Additional file 2. Quantitative real-time PCR (qPCR) was performed using SuperReal PreMix Plus (Tiangen Biotech) and a CFX96 real-time system (Bio-Rad, CA, USA). A cDNA pool of all samples was used for calibration, and three replications of each sample were performed. Samples from eight individuals from each of the four groups were used for qPCR. Gene expression levels were calculated using the 2^−ΔΔCt^ method [33] and analyzed with one-way analysis of variance using SAS (version 9.1) (SAS Institute, Inc., Cary, NC, USA). Graphs were prepared using SigmaPlot (version 10.0) (Systat Software, San Jose, CA, USA), and data are presented as the mean ± standard error of the mean.

## Results

### Summary of MeDIP-seq data

Approximately 480 million reads were generated by MeDIP-seq from 16 heart tissue samples (*n* = 4 per group) of TH, YH, TL, YL (approximately 30 million reads per individual). 

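In MeDIP-seq, sheared genomic DNA is enriched with an antibody against 5-methylcytosine and then sequenced, so that the number of reads over a region rises with its methylation. The 16 libraries came from the hearts of castrated boars of 6 months of age, with 4 animals in each group, raised at 3000 m (TH and YH) or at 100 m (TL and YL). The authors trimmed the reads with FASTX, mapped them to Sscrofa10.2 with Bowtie and called peaks with MACS, and the deposited data are 1 list of peaks per group with the position, length, number of tags and fold enrichment of each peak. No peak carries the name of an animal. The paper's counts of uniquely mapped reads per animal (Additional file 3) ranged from 13246141 to 16940032 in TH, with a median of 15650406. They ranged from 15156793 to 18322376 (median 15558173) in YH, from 12798952 to 16511187 (median 13363278) in TL and from 16211179 to 18480183 (median 16796380) in YL. The group means of these counts were 15371746 ± 1821722 (SD, n = 4) in TH, 16148879 ± 1475637 in YH, 14009174 ± 1692648 in TL and 17071031 ± 1008851 in YL. The widest gap was 3061857 reads between TL and YL, and it did not pass a two-sided exact permutation test (p = 0.0857, adjusted p = 0.343 by Benjamini-Hochberg over 4 comparisons). With medians in place of means, the difference between TH and YH changed its sign. From these lists, the number, length, position and overlap of peaks were computed as deposited, without a further filter. A base was covered by at most 4 peaks of its list, as would happen if each list joined the peaks of 4 animals called separately, and the overlaps were used on that reading. A share of peaks is given with its 95% Wilson confidence interval, which covers counting error only.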

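Calculated from the counts in Additional file 3, the share of clean reads that mapped uniquely was 53.9% ± 1.65 (SD, n = 4) in TH, 56.2% ± 0.828 in YH, 54.3% ± 0.547 in TL and 56.7% ± 0.237 in YL. Each YL animal had a higher share than each TL animal, a difference of 2.47 percentage points with the smallest p that 4 animals against 4 allow (two-sided exact permutation test, p = 0.0286, adjusted p = 0.114 over 4 comparisons). The share in TH was 2.24 percentage points below that in YH (p = 0.0571, adjusted p = 0.114 from the same exact test). Between elevations, the shares differed by 0.345 percentage points in Tibetan pigs (exact permutation test, p = 0.8) and by 0.579 percentage points in Yorkshire pigs (p = 0.257). None of the 4 differences passed the adjusted exact test. A difference in the pairs of breeds alone could not pass it, even with complete separation of the animals. The share of clean reads that mapped at all, tested after seeing the data, was 83.9% ± 0.872 (SD, n = 4) in TH, 86.6% ± 0.458 in YH, 84.5% ± 0.356 in TL and 86.5% ± 0.587 in YL. Each Yorkshire animal had a higher mapped share than each Tibetan animal of the same elevation, by 2.66 percentage points on average at high and 2.03 at low elevation (exact permutation test, p = 0.0286 and adjusted p = 0.0571 in each case). These are the lowest values that a difference in the pairs of breeds alone can give, so the adjusted test does not speak against such a difference.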

Approximately 85% of these reads were mapped to the porcine reference genome, and approximately 55% were uniquely mapped to specific regions (Additional file 3). 

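The peak lists covered chromosomes 1 to 18 and X in each group, and these chromosomes held 94.7% of the TH peaks, 94.4% of the YH peaks, 94.4% of the TL peaks and 94.7% of the YL peaks. Density was calculated as peaks per Mb of Sscrofa10.2, with the largest peak end on a chromosome taken as its length. Over the autosomes, the density was 106 peaks per Mb in TH, 108 in YH, 98.3 in TL and 125 in YL. Chromosome 15 had the lowest autosomal density in each group, from 76.5 peaks per Mb in TL to 98.9 in YL. The highest autosomal density was on chromosome 12 in TH (141 peaks per Mb) and on chromosome 10 in YH (142), TL (126) and YL (161). Chromosome X lay below each autosome, with 48.6 peaks per Mb in TH, 53.0 in YH, 26.5 in TL and 61.8 in YL. It held 1.47% of the TL peaks (95% Wilson confidence interval 1.43–1.52%) against 2.66% of the YH peaks (2.61–2.72%), 2.68% of the YL peaks (2.63–2.74%) and 7015 of the TH peaks (2.44–2.56%). The lists have no replicate values, so no test between groups was made.

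**Figure D1:**
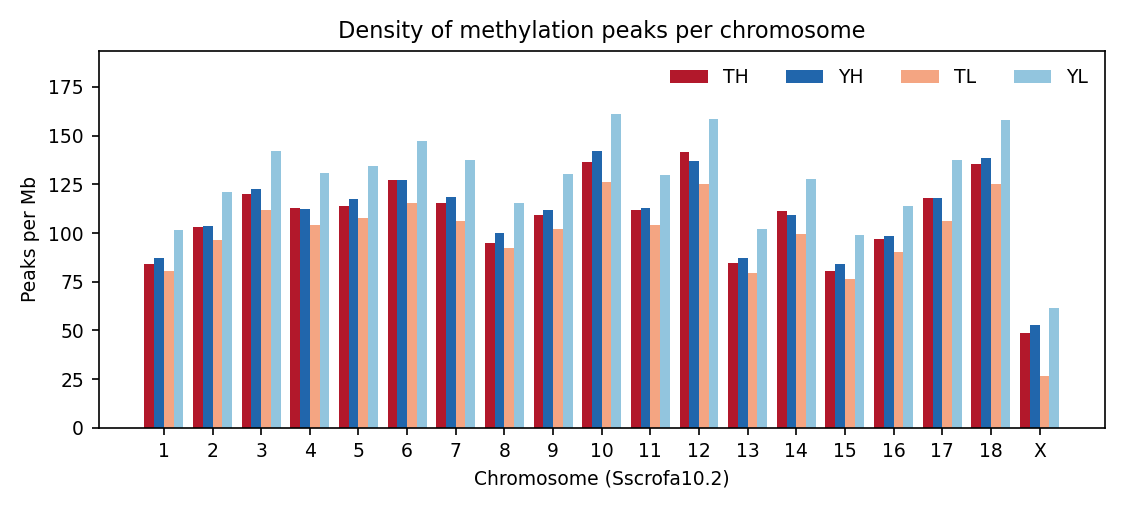
Density of peaks in the 4 groups on chromosomes 1 to 18 and X, in peaks per Mb, with 1 bar per group. Chromosome X has the lowest density in each group and is lowest in TL, at 26.5 peaks per Mb.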

The MeDIP-seq reads were distributed in all chromosomes (1–18 and X), with many peak shapes in the four groups of pigs. The density of normalized reads mapped to the proximal and distal regions of chromosomes was higher than that of reads mapped to other regions in all individuals. 

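Reads along the chromosomes were not analysed here, and the density of peaks was compared in their place. In the outer 10% at each end of chromosomes 1 to 18 and X, there were 135 peaks per Mb in TH, against 94.4 in the middle 80%. The corresponding densities were 136 and 96.8 in YH, 122 and 87.4 in TL, and 154 and 113 in YL. The ends held 26.3% of the TH peaks (95% Wilson confidence interval 26.2–26.5%), 25.9% of the YH peaks (25.8–26.1%), 25.9% of the TL peaks (25.7–26.1%) and 25.4% of the YL peaks (25.3–25.6%). Counted as 1 region, the 2 ends were denser than the middle on 17 of the 19 chromosomes in each group, chromosomes 10 and 17 being the exceptions, and each end by itself was denser on 15 of the 19. The ratio of the density at the ends to that in the middle was highest on chromosome X, at 2.66 in TH, 2.43 in YH, 3.69 in TL and 2.32 in YL. Counted in covered bases per Mb, the ends were denser on 18 chromosomes in TH, YH and YL and on 19 in TL.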

Similar uneven distributions have been observed in previous studies [34].

### Methylation peaks

Scanning of the MeDIP-seq reads revealed 280679, 287224, 259066, and 332078 highly methylated regions (peaks) in the TH, YH, TL, and YL samples, respectively (Table 1). 

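The lists held 280678 peaks in TH, 287224 in YH, 259066 in TL and 332078 in YL, each called by the authors with MACS. Sorted by position, 130471 TH peaks overlapped an earlier peak of the same list, as did 145100 YH, 121676 TL and 171867 YL peaks. Merging the overlapping peaks left 150207 separate regions in TH, 142124 in YH, 137390 in TL and 160211 in YL. TH had fewer peaks than YH but more separate regions. The order of the groups by number of peaks was the order of their uniquely mapped reads, which summed to 56.0 M in TL, 61.5 M in TH, 64.6 M in YH and 68.3 M in YL (M, 1000000 reads). Per M of these reads, there were 4565 peaks in TH, 4447 in YH, 4623 in TL and 4863 in YL. The median peak had 27 tags in TH, 29 in YH, 25 in TL and 30 in YL. With peaks within 500 bp of each other merged, the setting that moved the numbers most, 145027 regions remained in TH, 137481 in YH, 133226 in TL and 154228 in YL.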

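The median peak length was 995 bp in TH, 1027 bp in YH, 943 bp in TL and 1045 bp in YL. The means were longer, at 1199 bp in TH, 1253 bp in YH, 1136 bp in TL and 1274 bp in YL, since the lengths reached 8421, 7714, 8146 and 7830 bp, respectively. The middle quartiles ran from 760 to 1406 bp in TH, from 784 to 1486 bp in YH, from 720 to 1334 bp in TL and from 786 to 1509 bp in YL. Peaks of 500 to 1200 bp made up 61.5% of the list in TH (95% Wilson confidence interval 61.3–61.7%), 59.5% in YH (59.4–59.7%), 64.4% in TL (64.2–64.6%) and 58.0% in YL (57.9–58.2%).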

The lengths of the peaks were 500–1200 bp and averaged 943–1027 bp in the four groups (Additional file 4: Figure S1). The peak regions covered 11.99%, 12.82%, 10.47%, and 15.06% of the genome in TH, YH, TL, and YL, respectively. 

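The summed length of the peaks was 336598369 bp in TH, 360015941 bp in YH, 294176561 bp in TL and 423031970 bp in YL, in which a base under several peaks of a list counts several times. Counting each base once, the peaks covered 192265951 bp in TH, 187775615 bp in YH, 165450078 bp in TL and 219630032 bp in YL. Divided by the genome size of 2808606947 bp that Table 1 implies, these bases made up 6.85% of the genome in TH, 6.69% in YH, 5.89% in TL and 7.82% in YL. Of the covered bases, 52.3% lay under a single peak in TH, 49.3% in YH, 54.7% in TL and 48.0% in YL. Bases under 4 peaks made up 5.70% of the covered bases in TH, 13.2% in YH, 9.77% in TL and 12.2% in YL.

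**Figure D2:**
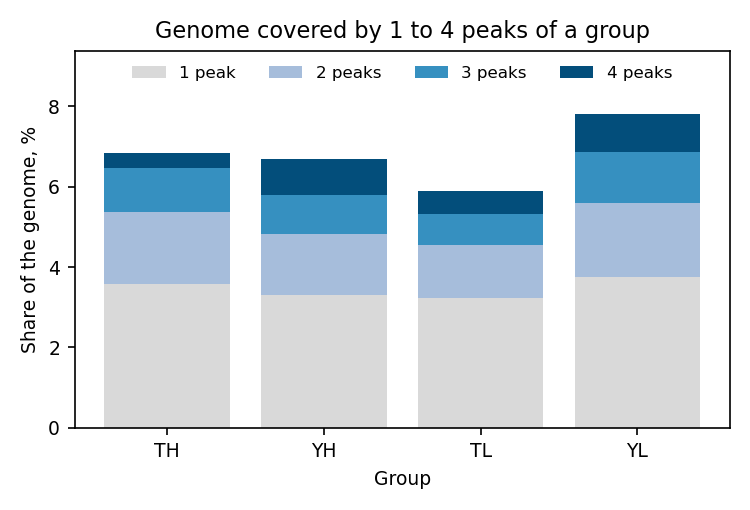
Share of the genome in percent covered by 1, 2, 3 or 4 peaks of a group, stacked per group. The full bars reach 6.85% in TH, 6.69% in YH, 5.89% in TL and 7.82% in YL, and the part under 4 peaks is smallest in TH.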

Most of the methylated peaks mapped to intergenic regions (236438–302779 peaks), followed by intron regions (13951–18130 peaks), while only 3024–3897, 3129–3934, and 2524–3338 peaks mapped to promoters, exons, and TTRs, respectively (Additional file 4: Figure S2).

**Table 1:** Information on methylation peaks in the four groups of pigs

Samples	Number of peaks	Mean peak length	Median peak length	Total peak length	Peak covered size in genome, %
TH	280678	1199.23	995	336598369	11.99
YH	287224	1253.43	1027	360015941	12.82
TL	259066	1135.53	943	294176561	10.47
YL	332078	1273.89	1045	423031970	15.06

*TH* Tibetan highland pig, *YH* Yorkshire highland pig, *TL* Tibetan lowland pig, *YL* Yorkshire lowland pig

### Differentially-methylated regions among the four groups

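DMRs were called by the authors from reads per 500 bp window, and reads were not analysed here. On the same grid of windows, the peaks of a group that covered the middle base of a window were counted, from 0 to 4, and read as the number of animals with a peak there. The count was chosen after the lists were seen to hold overlapping peaks, and the limit of 4 animals against 0 after the numbers with at least 3 against 0 were known. Between TH and YH, 2494 windows had peaks in all 4 animals of 1 group and in none of the other, the only split that reaches p under 0.05 with 4 animals against 4 (two-sided Fisher's exact test, p = 0.0286 per window). If the 8 animals were interchangeable, the windows with peaks in 4 of 8 animals (44900) would give 1283 such windows on average over the 35 ways to split them, so the observed number was 1.94 times that mean. Between TL and YL there were 4028 such windows, 3.06 times the mean of 1318. Adjusted by Benjamini-Hochberg over the windows with peaks in 4 of 8 animals, the exact test gave p = 0.514 for TH vs. YH and p = 0.327 for TL vs. YL. It could fall under 0.05 only if at least 57.1% of those windows were such splits, so it says nothing about a single window. Allowing 3 or more animals against 0 moved the numbers most, to 16555 and 22373 windows, which were 1.60 and 2.10 times their means.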

Comparison of TH vs. YH and TL vs. YL resulted in 6829 and 11997 DMRs respectively, which revealed the breed effects in highland and lowland environments. 

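Between the elevations, 1072 windows had peaks in all 4 animals of TH and none of TL, or the reverse, against a mean of 1191 over the 35 splits of the 8 animals. Between YH and YL there were 1380 such windows, against a mean of 1334. The observed numbers were therefore 0.900 and 1.03 times the numbers that interchangeable animals would give. After Benjamini-Hochberg adjustment, the exact test per window gave p = 1 in Tibetan pigs and p = 0.966 in Yorkshire pigs. For 3 or more animals against 0, the ratios were 1.20 and 1.10, so that the ratio in Tibetan pigs changed its side of 1.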

Comparison of TH vs. TL and YH vs. YL resulted in 2826 and 1286 DMRs, respectively, which revealed the effects of hypoxia on DNA methylation (Additional file 5). 

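The number of windows with peaks in 4 animals against 0 was higher in both pairs of breeds than in both pairs of elevations, and so was its ratio to the mean over splits. This order of the ratios also held with at least 3 animals against 0. Since the peaks carry no animal names, the number of other splits with as many windows could not be counted. As bases shared over bases covered by either list (Jaccard index), the overlap was 0.456 between TH and YH, 0.438 between TL and YL, 0.449 between TH and TL and 0.514 between YH and YL. By this index the pair of Yorkshire groups was the most alike, while the pair of Tibetan groups lay between the pairs of breeds. Of the TH peaks, 74.4% overlapped a YH peak and 73.2% a TL peak by at least 1 bp. Of the YL peaks, 72.0% overlapped a TL peak and 78.9% a YH peak. With peaks moved by random circular shifts along chromosomes 1 to 18 and X (100 shifts), the index fell to between 0.0363 and 0.0412 in the 4 pairs. The lists give no spread between animals for these shares.

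**Figure D3:**
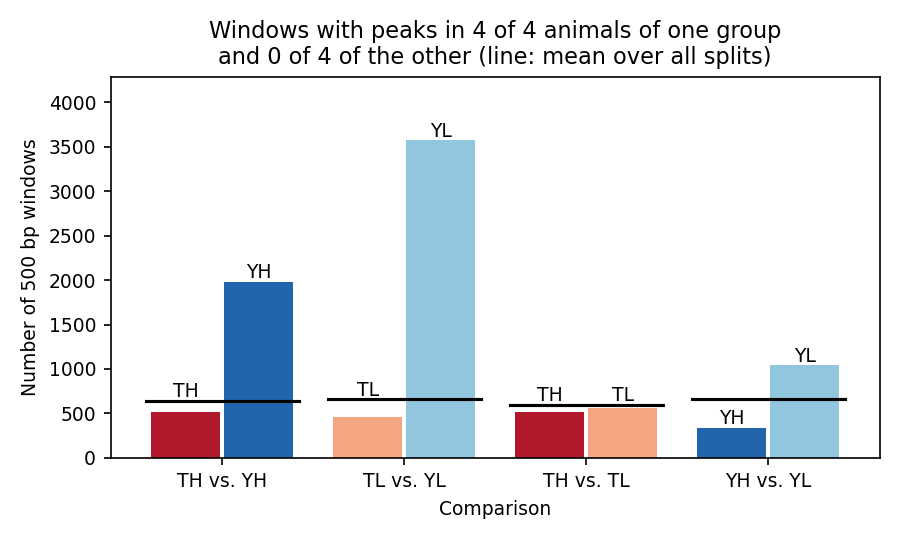
Number of 500 bp windows with peaks in 4 animals of the named group and 0 animals of the other, for the 4 comparisons, with the mean over all splits of the 8 animals as a line. The YH bar (1980) and the YL bar against TL (3573) rise furthest above their lines.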

The number of DMRs between the two breeds (TH vs. YH or TL vs. YL) was higher than that between the two elevations (TH vs. TL or YH vs. YL; Table 2). Most DMRs were distributed in intergenic regions, followed by introns, TTRs, promoters, and CDS regions, while 5′- and 3′- UTRs contained few DMRs (Additional file 4: Figure S3). Furthermore, DMRs were mostly in open sea regions, followed by shelf, shore, and CGI regions (Additional file 4: Figure S4). Of the between-breed DMRs, much fewer (39.45% and 20.54% in high- and lowland comparison groups, respectively) were hypermethylated in Tibetan pig (Table 2). In comparison between the highland and lowland pigs of the same breed showed that Tibetan pigs had a high percentage (68.32%) and Yorkshire pigs had a low percentage (45.65%) of hypermethylated DMRs in the highland groups. 

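Of the 2494 windows with peaks in 4 animals against 0 between TH and YH, 514 had the peaks in TH and 1980 in YH, so that 20.6% lay on the Tibetan side (95% Wilson confidence interval 19.1–22.2%, neighbouring windows being counted separately). Between TL and YL, 455 windows had the peaks in TL and 3573 in YL, or 11.3% on the Tibetan side (10.4–12.3%). Joined with their neighbours, the windows formed 372 regions in TH and 1349 in YH, and 306 regions in TL and 2369 in YL. Among windows with 3 or more animals against 0, the Tibetan side held 39.4% of the windows at high elevation and 15.3% at low elevation. The count of single peaks without any overlap in the other list gave another picture at high elevation, with 71747 TH peaks and 62995 YH peaks, 53.2% of them Tibetan. At low elevation, 50027 TL and 93138 YL peaks had no overlap, 34.9% of them Tibetan. With equal numbers of peaks by tags, a setting chosen after seeing the data, this last share was 53.7%.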

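In Tibetan pigs, 511 windows had peaks in 4 TH animals and 0 TL animals and 561 the reverse, a highland share of 47.7% (95% Wilson confidence interval 44.7–50.7%, which includes 50%). For 3 or more animals against 0, the highland group held 7524 windows and the lowland group 4272, a highland share of 63.8%. In Yorkshire pigs, 336 windows had peaks in 4 YH animals and 0 YL animals and 1044 the reverse, a highland share of 24.3% (22.2–26.7%). The corresponding share for 3 or more animals against 0 was 26.3%. Among peaks without any overlap in the other list, 75114 were of TH and 55113 of TL, and 41862 were of YH and 70174 of YL, which gave highland shares of 57.7% and 37.4%. With equal numbers of peaks by tags, the Yorkshire share rose to 50.1%.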

Overall, the DNA methylation patterns of the two breeds differed in response to high-altitude hypoxia. 

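Of the 1072 windows with peaks in 4 animals against 0 between TH and TL and the 1380 between YH and YL, 2 were in both sets, and these had opposite directions. If the animals of each breed were interchangeable, 5.47 windows would be in both sets on average, so that this number does not tell a difference between the breeds from the lack of an effect of elevation. Of the windows with 3 or more animals against 0, 351 were in both sets, against 263 on average for interchangeable animals. The direction was the same in 107 of them and opposite in 244, or the same in 30.5%, against 43.5% that the 2 sets' own shares of directions would give, but neighbouring windows are not independent. No test of the difference between the breeds could be made without values per animal. From its DMRs, the paper concludes that the breeds differed in how their DNA methylation responded to high elevation.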

We annotated 384, 619, 192, and 92 DMGs from DMRs identified by comparing TH vs. YH, TL vs. YL, TH vs. TL, and YH vs. YL, respectively (Table 2 and Additional file 5). Of these, 14 DMGs were common to the four comparisons groups, 18 were common to the TH vs. TL and YH vs. YL, while 183 DMGs were common to the TH vs. YH and TL vs. YL (Additional file 4: Figure S5).

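Genes could not be assigned to windows here, since no annotation of Sscrofa10.2 was used. By position, 104 windows with peaks in 4 animals against 0 were found both between TH and YH and between TL and YL. In 102 of them the direction was the same, with the peaks in Yorkshire pigs in 98 and in Tibetan pigs in 4. The same direction was thus found in 98.1% of the shared windows, against 72.8% that the 2 sets' own shares of directions would give. Among those with 3 or more animals against 0, 1439 windows were shared and 1195 of them had the same direction (83.0%, against 57.3%). Neighbouring windows under the same peaks are not independent of each other. The mapped share of reads was also lower in TH than in YH (83.9% against 86.6%) and in TL than in YL (84.5% against 86.5%). Fewer mapped reads in Tibetan pigs could place windows on the Yorkshire side at both elevations. The number of shared windows for interchangeable animals was not calculated for the pairs of breeds.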

**Table 2:** Numbers of DMRs revealed by four pairwise comparisons

Comparison groups	Total DMRs	Hypermethylated DMRs	Hypomethylated DMRs	DMGs
TH vs. YH	6829	2694 (39.45%)	4135 (60.55%)	384
TL vs. YL	11997	2464 (20.54%)	9533 (79.46%)	619
TH vs. TL	2828	1932 (68.32%)	896 (31.68%)	192
YH vs. YL	1286	587 (45.65%)	699 (54.35%)	92

*TH* Tibetan highland pig, *YH* Yorkshire highland pig, *TL* Tibetan lowland pig, *YL* Yorkshire lowland pig

### DMGs validation and gene expression

Five DMGs, *BCKDHB*, *EPHX2*, *GOT2*, *RXRG*, and *UBD*, which all exhibited higher levels of DNA methylation in TH than in YH, were selected to measure methylation at CpG sites, based on bisulfite sequencing and the expression levels detected by real-time fluorescence qPCR (Additional file 4: Figure S6). 

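The windows of these genes were taken from Additional file 5, of which 1998 of the 6829 DMRs between TH and YH and 1559 of the 11997 between TL and YL were used here. Of the 5 genes, BCKDHB and EPHX2 had a window among them, and the windows of GOT2, RXRG and UBD were not analysed here. Positions are those of Sscrofa10.2. The BCKDHB window between TH and YH lies on chromosome 1 from 96439001 to 96439500 and is listed as an intron. It was overlapped by 3 TH peaks and 1 YH peak (two-sided Fisher's exact test over 4 animals each, p = 0.486), and by 4 TL and 3 YL peaks. The authors' fold enrichment of these peaks reached 10.8 in the TH list. The EPHX2 window lies on chromosome 14 from 12475001 to 12475500 and is listed as a promoter. It was overlapped by 1 TH peak and by 0 peaks of YH, TL and YL (exact p = 1 between TH and YH). Both genes thus had more TH than YH peaks. The exact test did not separate these numbers, but with 4 animals each only 4 against 0 could give p under 0.05. Between TL and YL, the BCKDHB windows from 96710001 to 96710500 and from 96711001 to 96711500 were each overlapped by 1 TL peak and 3 YL peaks.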

The methylated peaks and CpG sites evaluated were all within the intronic regions of the five genes. In the bisulfite sequencing experiment, the methylation of *BCKDHB*, *GOT2*, *RXRG*, and *UBD* was higher in TH than in YH (*P* < 0.05), while only *EPHX2* showed no significant difference in methylation between TH and YH (*P* > 0.05; Additional file 4: Figure S6 and Table 3). In the qPCR experiment, the gene expression levels of the five DEGs were lower in TH than in YH, which indicated that up-methylation in the intron regions down-regulated the expression of these genes (Additional file 4: Figure S5 and Additional file 6). The concordance between the data obtained by bisulfite sequencing and qPCR indicated that the DMGs identified by MeDIP-seq were credible.

**Table 3:** Methylation ratios of CpG sites and Fisher’s exact *P* values for the five selected genes

Gene		TH	YH	TL	YL	*P*-value in TH/YH	*P*-value in TL/YL	*P*-value in TH/TL	*P*-value in YH/YL
*BCKDHB*	Methylated	113	97	108	96	0.0029	0.0457	0.3329	1.0000
	Unmethylated	7	23	12	24				
	Methylated ratio	0.9417	0.8083	0.9000	0.8000				
*EPHX2*	Methylated	133	146	129	148	0.3200	0.0500	0.5200	0.9100
	Unmethylated	62	54	70	52				
	Methylated ratio	0.6821	0.7300	0.6482	0.7400				
*GOT2*	Methylated	104	108	96	96	0.0300	0.2463	1.0000	0.5085
	Unmethylated	0	6	0	3				
	Methylated ratio	1.0000	0.9474	1.0000	0.9697				
*RXRG*	Methylated	279	295	268	244	0.0160	0.7000	1.05E-05	0.0970
	Unmethylated	27	52	73	62				
	Methylated ratio	0.9118	0.8501	0.7859	0.7974				
*UBD*	Methylated	75	66	62	71	0.0483	0.1301	0.0098	0.3677
	Unmethylated	5	14	16	9				
	Methylated ratio	0.9375	0.8250	0.7949	0.8875				

### Functional annotation of DMGs

The main GO terms enriched in the 384 DMGs that were identified by TH vs. YH comparison and might be related to hypoxic adaptation were acetyl-CoA carboxylase activity, cellular response to hyperoxia, and relaxation of vascular smooth muscle, while the KEGG pathways included adipocytokine, insulin, forkhead box protein O (FoxO), AMP-activated protein kinase (AMPK) signaling, etc. The main GO terms enriched in the 619 DMGs that were identified by TL vs. YL comparison and that could be related to inherent genetic differences between the two breeds were glycogen biosynthetic process, relaxation of vascular smooth muscle, and NAD^+^ binding, while the KEGG pathways included biosynthesis of antibiotics and metabolic and peroxisome proliferator-activated receptor (PPAR) signaling pathways. The main GO terms enriched in the 192 DMGs that were identified by TH vs. TL comparison and might be related to hypoxic responses in Tibetan pigs were striated muscle tissue development, venous blood vessel morphogenesis, and glycosaminoglycan binding, while the KEGG pathways included PPAR and adipocytokine signaling and fatty acid metabolism. The main GO terms enriched in the 92 DMGs that were identified by YH vs. YL comparison and that could be related to responses to hypoxia in Yorkshire pigs were inhibin A complex, calcineurin–nuclear factor of activated T cells (NFAT) signaling cascade, and hemoglobin biosynthetic process, while the main KEGG pathway category was regulation of actin cytoskeleton (Additional file 7, Additional file 8, Fig. 1, and Fig. 2).

**Fig. 1:**
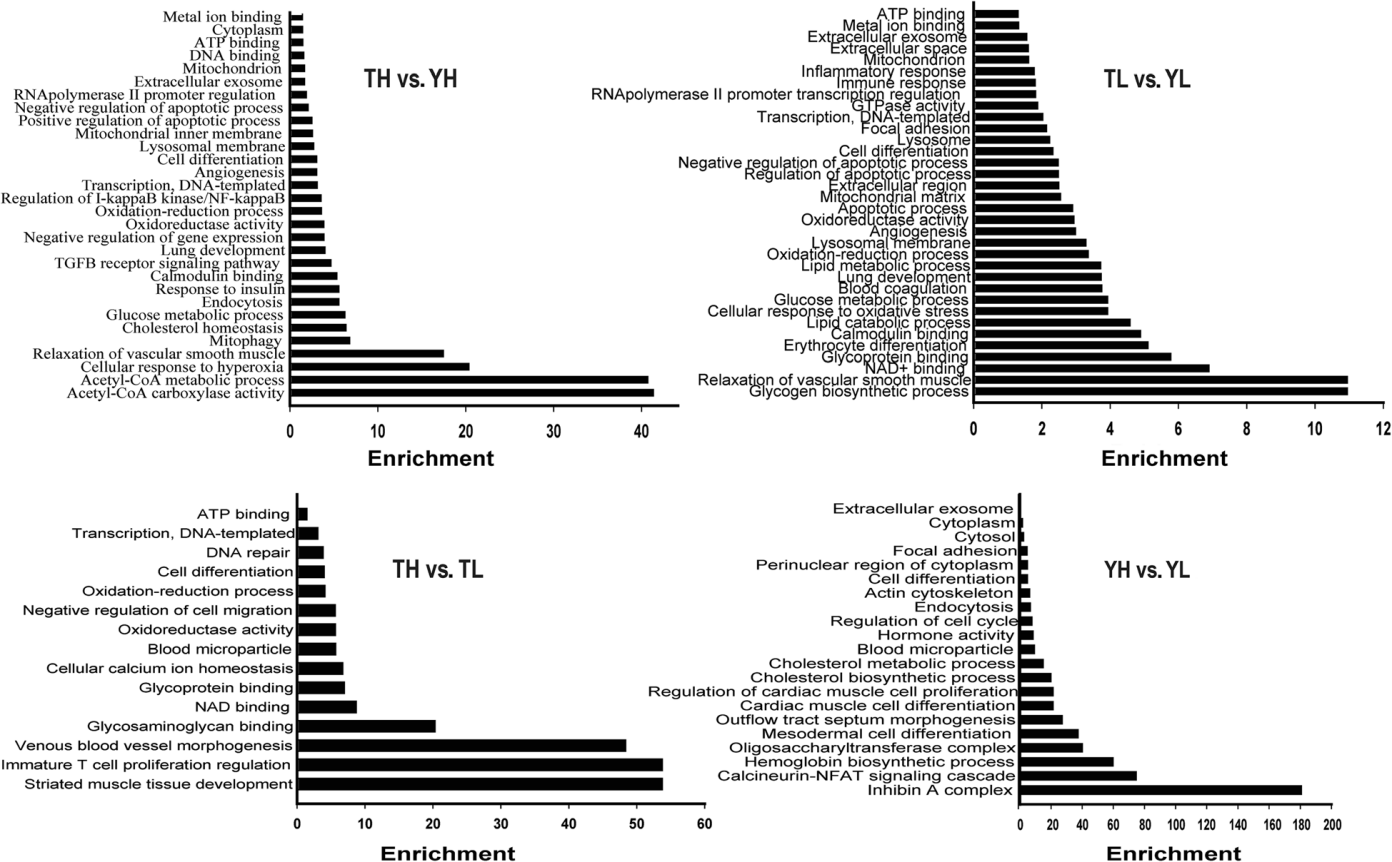
Gene Ontology (GO) terms enriched in DMGs identified by comparison of TH vs. YH, TL vs. YL, TH vs. TL and YH vs. YL. The *X*-axis indicates GO enrichment, and *Y*-axis indicates GO terms

**Fig. 2:**
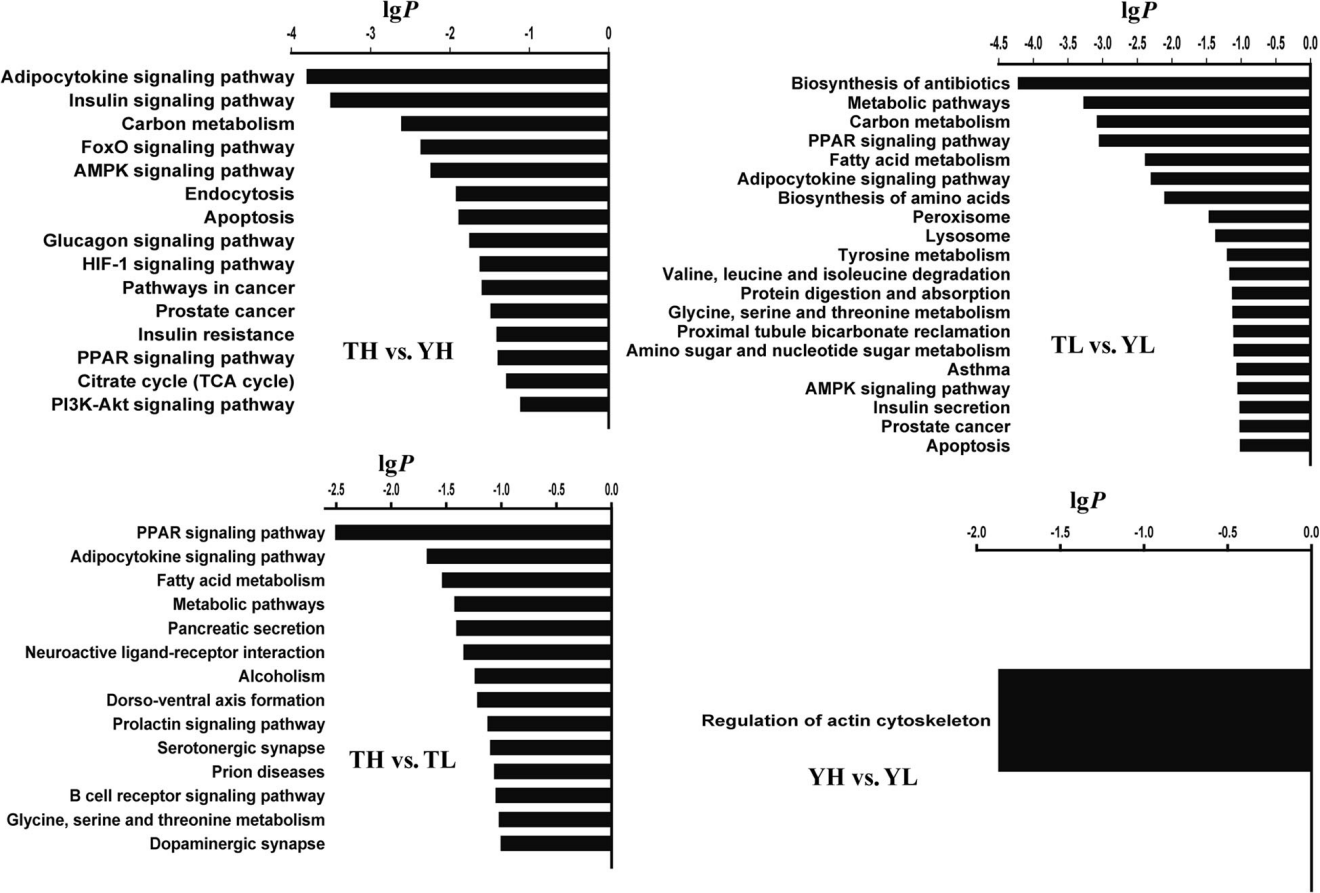
KyotoEncyclopedia of Genes and Genomes (KEGG) pathways enriched in DMGs identified by comparison of TH vs. YH, TL vs. YL, TH vs. TL and YH vs. YL. The *X*-axis indicates the pathway terms and *Y*-axis indicates KEGG pathway enrichment

We observed the overrepresentation of several GO terms and KEGG pathways (common in the TH vs. YH and TL vs. YL), which included angiogenesis (enriched with *FGFR2*, *EPAS*1, and *ANGPT2*), the AMPK signaling pathway (enriched with *IGF1R* and *FOXO1*), and cell differentiation (enriched by *ERG*, *GRB2*, *FOXO1*, and *ANGPT*2). 

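The listed DMRs of MAP2K1, ICA, STAT5B and GRB2 between TH and YH were compared with the peaks, at positions of Sscrofa10.2. The MAP2K1 window, in an intron on chromosome 1 from 182169001 to 182169500, was overlapped by 1 peak each of TH, YH and TL and by 3 YL peaks, and within 2000 bp of it there were 3 TH and 2 YH peaks. The ICA window, listed as a promoter on chromosome 13 from 82337501 to 82338000, was overlapped by 3 TH peaks, 2 YH peaks and 0 peaks of TL and YL. Between TH and TL this was a difference of 3 against 0 animals (two-sided Fisher's exact test, p = 0.143). The STAT5B window, in an intron on chromosome 12 from 20749501 to 20750000, was overlapped by 1 TH, 0 YH, 2 TL and 2 YL peaks. The GRB2 window, in an intron on chromosome 12 from 5874501 to 5875000, had 0 peaks in each of the 4 lists, and within 2000 bp of it there was 1 YH peak. Between TH and YH, the exact test gave p = 1 for each of these 4 genes. With 4 animals each, only peaks in 4 against 0 could give p under 0.05, so the test decides nothing here. The authors called these DMRs from reads, and a difference in reads can be present without a difference in the number of peaks.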

DMGs between TH and YH were also enriched in several interesting pathways, which included HIF-1 signaling (*AKT3*, *ANGPT2*, *EIF4E2*, *HK2*, *ICA*, *IGF1R*, *IL6R*, and *MAP2K1*), pathways in cancer (*AKT3*, *EPAS1*, *FADD*, *FGFR2*, *GRB2*, *KIT*, *MAP2K1*, *STAT5B*, *FOXO1*, and *SMAD2*), phosphoinositide 3-kinase (PI3K/protein kinase B (also known as AKT) signaling (*FGFR2*, *MAP2K1*, *IL6R*, *KIT*, *IGF1R*, *ANGPT2*, *AKT3*, and *EIF4E2*), and insulin signaling (*MAP2K1*, *INPPL1*, *GRB2*, *HK2*, *ACACA*, *FOXO1*, *ACACB*, *PCK2*, *PPP1CB*, *PRKAR2A*, *PTPN1*, *AKT3*, and *EIF4E2*) (Additional file 8). The aforementioned pathways were all connected to the HIF-1 signaling pathway in common (https://www.kegg.jp/pathway/hsa04066) and could be involved in the regulation of oxygen balance in the tissues and cells of animals. Based on the functions of DMGs found among the four groups, 19 DMGs were identified, which were possibly related to high-altitude adaptation in Tibetan pigs (Table 4).

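Of the genes in Table 4, ERG had its listed window in an intron on chromosome 13 from 212121501 to 212122000 of Sscrofa10.2. It was overlapped by 0 TH peaks, 1 YH peak, 0 TL peaks and 2 YL peaks (two-sided Fisher's exact test, p = 1 between TH and YH and p = 0.429 between TL and YL). Within 2000 bp of the ERG window there were 3 TH peaks, 1 YH peak, 1 TL peak and 2 YL peaks, so the direction between TH and YH depended on the distance allowed. The exact test could give p under 0.05 only for 4 animals against 0, so it decides nothing at this window.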

**Table 4:** Key differentially methylated genes possibly related to hypoxic adaption in Tibetan pigs

Gene	Description	TH vs. YH	TL vs. YL	TH vs. TL	YH vs. YL	Functional annotation
*AKT3*	AKT serine/threonine kinase 3	+	–	–	–	HIF-1 signaling pathway, VEGF signaling pathway, pathways in cancer
*ANGPT2*	Angiopoietin 2	+	+	+	–	Angiogenesis, HIF-1 signaling pathway
*CAT*	Catalase	+	–	–	–	Oxygen species, apoptosis process, mitochondrion
*CD38*	Cluster of differentiation 38	+	+	+	+	Calcium signaling pathway
*EIF4E2*	Eukaryotic translation initiation factor 4E family member 2	+	–	–	–	HIF-1 signaling pathway, mTOR signaling pathway, insulin signaling pathway
*EPAS1*	Endothelial PAS domain protein 1	+	+	–	–	Angiogenesis, mitochondrion, response to hypoxia
*ERG*	ETS transcription factor-related gene	+	+	+	+	Cell differentiation
*FADD*	Fas associated via death domain	+	–	–	–	Apoptosis, pathways in cancer
*FGFR2*	Fibroblast growth factor receptor 2	+	+	–	+	Angiogenesis, Pathways in cancer
*FOXO1*	Forkhead box O1	+	+	–	–	Apoptotic process, response to hyperoxia
*GRB2*	Growth factor receptor bound protein 2	+	–	–	–	MAPK signaling pathway, insulin signaling pathway, pathways in cancer
*HK2*	Hexokinase 2	+	+	–	–	HIF-1 signaling pathway
*ICA*	Porcine inhibitor of carbonic anhydrase	+	+	+	–	HIF-1 signaling pathway
*IGF1R*	Insulin-like growth factor 1 receptor	+	+	–	–	Apoptosis process, HIF-1 signaling pathway
*IL6R*	Interleukin 6 receptor	+	–	–	–	HIF-1 signaling pathway, PI3K-Akt signaling pathway
*KIT*	KIT proto-oncogene receptor tyrosine kinase	+	+	–	–	Inflammatory response, ATP binding, pathways in cancer
*MAP2K1*	Mitogen-activated protein kinase 1	+	–	+	–	HIF-1 signaling pathway, VEGF signaling pathway
*SMAD2*	SMAD family member 2	+	–	–	–	TGF-beta signaling pathway
*STAT5B*	Signal transducer and activator of transcription 5B	+	–	–	–	Apoptosis process, erythrocyte differentiation, pathways in cancer

Note: “+” represents differentially methylated genes in some comparisons. “-” represents no differentially methylated genes. TH, Tibetan highland pig; YH, Yorkshire highland pig; TL, Tibetan lowland pig; YL, Yorkshire lowland pig

## Discussion

DNA methylation, an epigenetic modification, is an essential regulator of gene expression. Patterns of DNA methylation are determined in early development and are heritable [35, 36]. Although DNA methylation is stably maintained during cell division, it can be dynamically changed in response to the environment [37]. A complete characterization of the methylome and its dynamic changes may serve for an accurate disease prognosis [38]. In the present study, we found that there were differences in DNA methylation between Tibetan and Yorkshire pigs as well as between highland and lowland pigs within the same breed. The patterns of methylation in highland Tibetan pigs may represent regulatory mechanisms for adaptation to high-altitude hypoxia.

Tibetan pigs, which have a long history of living at high altitude and have experienced strong selection, have a well-developed heart, and are well adapted to low oxygen conditions [22]. Immigrant mammals that migrate to high altitudes are exposed to chronic hypoxia, which would result in cardiac hypertrophy and eventual heart failure [39, 40]. We believe that the 384 DMGs identified by comparing TH vs. YH, were of the most interest as potential candidate genes for high-altitude adaptation in Tibetan pigs. Of these 384 DMR, 183 were also identified by comparing TL vs. YL and thus represented stable differences in methylation between the two breeds. However, the 80 DMGs identified by comparing TH vs. TL, could be hypoxia-responsive genes in Tibetan pigs, while the 40 DMGs identified by comparing YH vs. YL could be hypoxia-responsive genes in Yorkshire pigs.

Adaptation to hypoxia is a complex process that involves multiple genes and various pathways [28]. Previous research has demonstrated that intermittent hypoxia may initiate epigenetic changes leading to long-lasting increases in oxidative stress and eventually to manifestations of cardiovascular disease in adult rats, while excessive hypoxic exposure in adult rats may induce the early onset of autonomic dysfunction, caused by DNA hypermethylation [41]. Additionally, DNA methylation has been shown to be involved in hypoxic adaptation in Tibetan chicken embryos [42].

HIF-1, which is a pivotal transcription factor, has numerous target genes that regulate the processes of cell proliferation, angiogenesis, glucose metabolism, and apoptosis in response to hypoxia [43–45]. In this study, eight DMGs, including *IGF1R* and *AKT3*, were enriched in the HIF-1 signaling pathway. The *IGF1R* gene is responsible for cell proliferation and survival and is expressed in many types of cancer cells [46]; enhanced activation of *IGF1R* is also implicated in the resistance to chemotherapy in a hypoxic microenvironment [47–49]. Previous studies have shown that *AKT3* plays an important role in cell proliferation, migration, and survival [50–53] and have revealed that it is also involved in the regulation of estrogen receptor-binding fragment-associated antigen 9 (*EBAG9*) and vascular endothelial growth factor (VEGF) secretion in ovarian cancer cells [54]. The *AKT3* expression could prevent the impaired angiogenesis in endothelial progenitor cells [55], which suggested that *AKT3* played a functional role in promoting angiogenesis and vascular permeability by regulating *VEGF* [56]. Therefore, the high levels of expression and low levels of methylation of *IGF1R* and *AKT3* in the Tibetan pig may trigger changes in their expression, potentially leading to adaptation to hypoxic environments.

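The listed DMR of IGF1R between TH and YH lies in an intron on chromosome 1 from 153532001 to 153532500 of Sscrofa10.2. It was overlapped by 3 TH peaks and by 4 peaks each of YH, TL and YL, so that nearly every animal had a peak there (two-sided Fisher's exact test, p = 1 between TH and YH). The presence of peaks in nearly every animal leaves open a difference in reads, from which the authors called this DMR. The IGF1R window listed between TL and YL, from 153677001 to 153677500, had 0 peaks in each list. Within 2000 bp of that window there were 3 TH peaks, 0 YH peaks, 1 TL peak and 1 YL peak.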

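At the listed FOXO1 window between TH and YH, in the promoter on chromosome 11 from 15692001 to 15692500 of Sscrofa10.2, peaks were present in 3 TH and 4 TL animals and in 0 YH and 0 YL animals. The two-sided Fisher's exact test gave p = 0.143 between TH and YH and p = 0.0286 between TL and YL, adjusted p = 0.914. The TL peaks spanned 15691330 to 15692817, with an authors' fold enrichment of up to 15.1. The TH peaks spanned 15691638 to 15692653, with a fold enrichment of up to 17.6. At the SMAD2 window, in an intron on chromosome 1 from 106962501 to 106963000, the breeds differed the other way, with 1 TH and 1 TL peak against 4 YH and 4 YL peaks (exact p = 0.143 at each elevation). The FGFR2 window, in an intron on chromosome 14 from 142560001 to 142560500, was overlapped by 1 YH peak and by 0 peaks of the other groups (exact p = 1). Within 2000 bp of the FGFR2 window there were 1 TH peak, 2 YH peaks, 0 TL peaks and 1 YL peak. Adjusted by Benjamini-Hochberg over 64 exact tests (16 distinct windows of 12 genes in 4 comparisons), the smallest p was 0.914. An adjusted p under 0.05 would need at least 37 of the 64 tests to be complete splits of 4 animals against 4, so the adjusted p says nothing about a single window.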

Some other noteworthy DMGs, including *EPAS1, FGFR2, FOXO1,* and *SMAD2*, were found in this study. A genome-wide scanning revealed that *EPAS1* and the other genes had strong selection signals in Tibetans [57–62]. Depletion of *FGFR2* in cancer cells attenuated the hypoxia-mediated cell invasion [63], while forkhead box O1 (*FOXO1*) expression increased in smooth muscle cells and cardiomyocytes under hypoxia [64, 65].

## Conclusions

Our findings provide a comprehensive, detailed picture of DNA methylation patterns and distribution under hypoxic adaptation. The MeDIP-seq data identified, with sufficient depth and high resolution, genome- wide spanned DMRs, suggesting that this technique represents an effective approach for DNA methylome analysis. The genes modified by DNA methylation for adaptation to high-altitude in Tibetan pig may be involved in the HIF-1, insulin, and VEGF signaling pathways. We identified 19 DMGs that are potentially related to hypoxic adaptation in Tibetan pig. The present study provides new insights into hypoxic adaptation and its relationship to DNA methylation.

## Additional files

Additional file 1: Primers for bisulfite sequencing PCR.

Additional file 2: Primers for qPCR.

Additional file 3: Summary of sequencing reads obtained by MeDIP-seq.

Additional file 4: **Figure S1.** Distribution of peaks varied with peak length in the four groups of pigs. **Figure S2.** Distribution of peaks in different gene elements in the four comparsion groups. The X-axis indicates different gene elements, and the Y-axis indicates the number of peaks. **Figure S3.** Distribution of DMRs in different gene elements in the four groups of pigs. **Figure S4.** Distribution of DMRs in CpG island, open sea, shelf, and shore regions. **Figure S5.** Venn diagram of differentially methylated genes (DMGs) among the four comparison groups. TH, Tibetan highland pig; TL, Tibetan lowland pig; YH, Yorkshire highland pig; YL, Yorkshire lowland pig. **Figure S6.** Validation of differentially methylated or differentially expressed genes by bisulfite sequencing and qPCR, respectively. (a–e) Methylation of CpG dinucleotide in *BCKDHB, EPHX2, GOT2, RXRG*, and *UBD*. (f) qPCR results for the five DMGs.

Additional file 5: DMRs and DMGs in the four groups of pigs.

Additional file 6: qPCR and MeDIP-seq results.

Additional file 7 GO functional analysis of DMGs in the four groups of pigs.

Additional file 8 KEGG pathway analysis of DMGs in the four groups of pigs.

## Abbreviations

AKT: Protein kinase B
AKT3: AKT serine/threonine kinase 3
AMPK: AMP-activated protein kinase
ANGPT2: Angiopoietin 2
BCKDHB: Branched-chain keto acid dehydrogenase E1 subunit beta
BSP: Bisulfite sequencing polymerase chain reaction
CAT: Catalase
CD38: Cluster of differentiation 38
CDS: Coding sequence
CGI: CpG island
DMG: Differentially methylated gene
DMR: Differentially methylated region
EBAG9: Estrogen receptor-binding fragment-associated antigen 9
EIF4E2: Eukaryotic translation initiation factor 4E family member 2
EPAS1: Endothelial PAS domain protein 1
EPHX2: Epoxide hydrolase 2
ERG: ETS transcription factor-related gene
FADD: Fas associated via death domain
FGFR2: Fibroblast growth factor receptor 2
FOXO1: Forkhead box O1
GO: Gene Ontology
GOT2: Glutamic-oxaloacetic transaminase 2
GRB2: Growth factor receptor bound protein 2
HIF-1: Hypoxia-inducible factor 1
HK2: Hexokinase 2
HPRT: Hypoxanthine phosphoribosyltransferase
ICA: Inhibitor of carbonic anhydrase
IGF1R: Insulin-like growth factor 1 receptor
IL6R: Interleukin-6 receptor
KEGG: Kyoto Encyclopedia of Genes and Genomes
KIT: KIT proto-oncogene receptor tyrosine kinase
MAP2K1: Mitogen-activated protein kinase 1
MeDIP-seq: Methylated DNA immunoprecipitation sequencing
NFAT: Nuclear factor of activated T cells
PI3K: Phosphoinositide 3-kinase
PPAR: Peroxisome proliferator-activated receptor
qPCR: Real-time fluorescence quantitative polymerase chain reaction
RXRG: Retinoid X receptor gamma
SMAD2: SMAD family member 2
STAT5B: Signal transducer and activator of transcription 5B
TH: Tibetan highland pig
TL: Tibetan lowland pig
TTR: Transcriptional termination region
UBD: Ubiquitin D
UTR: Untranslated region
VEGF: Vascular endothelial growth factor
YH: Yorkshire highland pig
YL: Yorkshire lowland pig

How the deposited data were processed for this re-analysis (not part of the article)

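DNA methylation was measured by MeDIP-seq in heart tissue of 16 castrated boars of 6 months of age, 4 each of Tibetan highland (TH), Yorkshire highland (YH), Tibetan lowland (TL) and Yorkshire lowland (YL) pigs, raised at 3000 m or at 100 m. The authors removed adapters, low-quality reads and short reads with FASTX (version 0.0.13), mapped the clean reads to Sscrofa10.2 (Ensembl release 69) with Bowtie (version 0.12.8) and called peaks with MACS (version 1.4) at a DiffScore of at least 50.

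The authors deposited 1 list of peaks per group. The position, length and summit of a peak are in bp. The number of tags per peak is a count that the authors' peak caller gave without normalization, and the fold enrichment is a ratio from the same caller. Both are values of single peaks and were used only to describe or filter peaks within a list, apart from the minimum of tags per M reads named below (M, 1000000 reads). The lists hold no score, so a stricter score, chosen as an alternative before the data were examined, could not be used. In 100907 rows of the TH list the end of the peak is given only in the joint start and end field, from which it was taken, and the length of each peak was checked to equal its end minus its start plus 1.

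Before the data were examined, each list was taken as peaks called on a pooled group. The lists instead hold overlapping peaks, with at most 4 over any base, the number of animals in a group. They were therefore read as the joined peaks of 4 animals, without the animals' names. For this reason the intended comparison of tags at peaks shared by 2 groups was not run, since a peak's tags belong to an unnamed animal. The count of windows described next was added after this was seen. Windows of 500 bp on the grid of the authors' DMRs were used, and the peaks of a group over the middle base (base 250) of a window were counted. Windows with 4 peaks in 1 group and 0 in the other were compared with the mean over all 35 splits of the 8 animals, which is the number of windows with peaks in 4 of 8 animals divided by 35. Fisher's exact test and Benjamini-Hochberg adjustment were used per window. The count was tested on simulated data with 2000 sites, where it recovered all 400 sites with planted differences, and on 200000 windows of interchangeable animals, where observed over expected was 1.002. The planted sites were complete splits of 4 animals against 0, and the interchangeable animals all had the same rate of peaks. The simulation therefore checked the counting and the formula, not the effect of animals of unequal depth or of neighbouring windows. The number of windows shared by the 2 elevation comparisons was set against its mean for interchangeable animals, given each window's number of peaks in each breed.

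The share of the genome covered was the number of bases under at least 1 peak divided by 2808606947 bp, the median of the genome sizes that the total peak length and percentage of Table 1 imply. Chromosome lengths were the largest peak ends. Overlap was at least 1 bp, and chance overlap came from 100 random circular shifts per pair with a fixed seed. Reads per animal were those of Additional file 3, compared with two-sided exact permutation tests of the difference in means over the 70 assignments of 8 animals, adjusted over 4 comparisons. The depth of a group was between 12798952 and 18480183 uniquely mapped reads per animal. The 95% Wilson intervals cover counting error only, and with 1 list per group the spread between animals is unknown for the peak measures.

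Alternatives were chromosomes 1 to 18 with or without X, a common minimum of 0.928 tags per M uniquely mapped reads (from the weakest 5% of peaks in TL), peaks within 500 bp merged, an overlap of at least 50% of both peaks, ends of 5%, covered bases in place of peaks, medians, mapped reads as the denominator, each animal left out in turn and peaks within 2000 bp of a window. The share of mapped reads per animal, the replicate number as a block, a minimum of 20 tags, equal numbers of peaks by tags, merged overlapping peaks, summed lengths, bases under at least 2 peaks and other rules for the windows were added after seeing the data.

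The genes named were fixed before the data were examined as the 5 genes of the bisulfite sequencing and the 19 genes of Table 4, at the windows that the used part of Additional file 5 lists for them. This gave 17 windows of 12 genes. The result at 1 of these genes is not reported here. No overlap or enrichment test was run on that part of the table. Fisher's exact test of the animals with a peak at these windows was added after the data were seen and adjusted over 64 tests (16 distinct windows in 4 comparisons). Genomic elements, CpG islands and gene names of peaks were not analysed here, because no annotation of Sscrofa10.2 was used. Bisulfite sequencing, which the paper did on other animals, and qPCR were not analysed here. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.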

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

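The tests of explanations in this part were chosen after the results were seen, except that of recurrent peaks in the Yorkshire groups.

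Peaks on chromosome Y are not discussed in the paper, which describes chromosomes 1 to 18 and X. The lists held 21 Y peaks in TH, 20 in YH, 38 in TL and 21 in YL, each above the 3 counts that a count of 0 allows. On Y, up to 4 peaks overlapped in TL, up to 3 in TH and up to 2 in YH and in YL, whereas on the autosomes up to 4 overlapped in each group. Chromosome X showed the opposite order, with a density relative to the autosomes of 0.269 in TL, 0.460 in TH, 0.493 in YH and 0.495 in YL. The tables argue against 4 explanations of this pattern. A lower depth outside TL is opposed by the reads, since TL had the fewest (56.0 M uniquely mapped, M being 1000000 reads) and the most Y peaks. Breed alone is opposed by TH, whose X density ratio of 0.460 is far from that of TL, and elevation alone by YL, whose ratio is 0.495. A general lack of recurrent peaks in Yorkshire pigs is opposed by the autosomes. Of the autosomal windows with peaks in 3 or more TL animals, at least 67.0% had peaks in 3 or more animals in YH and in YL, against 0 of 11 such windows on Y (95% Wilson upper limit 25.9%).

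A candidate explanation, given as a hypothesis, is that TH, YH and YL include animals with 2 X chromosomes and no Y. The paper describes all animals as castrated boars and the sample labels also give them as male. The difference on X would then be small at the end where X pairs with Y and large elsewhere. Per autosomal peak, the ratio of TL to the other groups was between 0.902 and 0.979 in the first 5 Mb of X and between 0.504 and 0.548 on the rest of it. The numbers do not fall into place entirely, because if 2 animals in YH and in YL and 3 in TH were like those of TL, the ratio to the autosomes in TH would be 0.382, not 0.460. Which animals differ could not be asked of lists without animal names, and a sample exchanged or mixed with another would look the same. Of the windows with peaks in 4 animals against 0, X held 2 on the TL side and 84 on the YL side, 11 on the TH side and 37 on the YH side, 11 on the TH side and 8 on the TL side, and 1 on the YH side and 2 on the YL side in the 4 comparisons. On chromosomes 1 to 18 only, the share of TL against YL was 11.5% in place of 11.3% and that of TH against YH 20.7% in place of 20.6%, so that X had little weight in these counts.

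Sequences not placed on a chromosome are also outside the paper's description. They held 14781 peaks in TH, 16040 in YH, 14356 in TL and 17492 in YL. No biological explanation was tested for these peaks.

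Among 16 sets of 4 animals examined for a value far from the rest (4 measures of reads in 4 groups), 1 was found, which is about what chance gives at 5%. The second YH animal had 35600375 total reads, and the other 3 YH animals had between 29816180 and 30310533. No biological explanation was tested.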

How the results depend on the processing

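Of the main comparisons, 69 values moved and 15 reversed under the alternatives, and 196 did neither. For the reads, this means that a difference kept its direction and its side of the adjusted test, for counts and ratios that the value stayed within 1.5 times, and for shares and the Jaccard index that it stayed within the 95% interval. Such values could still change in size. The number of TH peaks fell to 196318 with at least 20 tags, and the difference in uniquely mapped reads between TH and YH was -0.777 M reads (M, 1000000 reads), but -0.0526 M without the second YH animal and -0.0686 M without the first TH animal. Of the other values, 61 stayed within such limits and 47 moved. No cause was tested for a change below, except where a setting by its construction leaves fewer peaks or counts bases several times.

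With peaks within 500 bp merged, 145027 peaks remained in TH, 137481 in YH, 133226 in TL and 154228 in YL, and with overlapping peaks merged 150207, 142124, 137390 and 160211. A minimum of 20 tags left 171020 peaks in TL. In the order TH, YH, TL and YL, the share of the genome covered was 7.03%, 6.85%, 6.04% and 8.03% on chromosomes 1 to 18 and X, 12.0%, 12.8%, 10.5% and 15.1% from summed peak lengths, 3.27%, 3.39%, 2.67% and 4.07% for bases under at least 2 peaks and 5.65%, 5.77%, 4.69% and 6.91% with at least 20 tags.

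For the breeds at high and at low elevation and then the elevations in Tibetan and in Yorkshire pigs, the Jaccard index was 0.455, 0.441, 0.451 and 0.514 on chromosomes 1 to 18, 0.456, 0.434, 0.448 and 0.514 with equal numbers of peaks by tags and 0.436, 0.404, 0.428 and 0.508 for bases under at least 2 peaks. With at least 20 tags it was 0.456, 0.428 and 0.450 in the first 3 pairs. The share of the first group among peaks found in 1 group only was 52.9%, 36.3%, 56.9% and 38.3% with an overlap of at least 50% of both peaks, and 52.9%, 26.4%, 64.5% and 33.9% with at least 20 tags. With equal numbers of peaks by tags it was 55.8%, 53.7%, 51.7% and 50.1%, so that TL vs. YL and YH vs. YL reversed.

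Windows with peaks in 3 or more animals against 0 numbered 16555, 22373, 11796 and 11503 in the 4 pairs. The share of the first group was then 39.4% in TH vs. YH and 15.3% in TL vs. YL, and it reversed to 63.8% in TH vs. TL, where the ratio to the mean over splits reversed to 1.20. For 4 animals against 0, counting peaks over any base of a window gave a TH share of 23.2% in TH vs. YH and 1634 windows in TH vs. TL. A minimum of 20 tags gave shares of 12.3% in TH vs. YH, 9.34% in TL vs. YL and 42.4% in TH vs. TL, with 712 windows in TH vs. TL. The common minimum of tags per M reads gave shares of 16.1%, 13.1%, 38.5% and 27.0% in the 4 pairs. Equal numbers of peaks by tags, added after the outcome of that minimum was known, gave 19.3% in TH vs. YH, 22.8% in TL vs. YL, 39.0% in TH vs. TL and 37.1% in YH vs. YL. The ratio to the mean over splits in YH vs. YL fell below 1, to 0.947 with 20 tags, 0.960 with the common minimum and 0.960 with equal numbers. All settings for the windows were chosen after seeing the data.

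With medians, the difference in uniquely mapped reads between TH and YH reversed to 0.0922 M reads. The difference in the share of uniquely mapped reads between TH and TL reversed to 0.0696 percentage points with medians and to 0.0583 with mapped reads as the denominator. It ranged from -0.879 to 0.426 with each animal left out in turn, and 0.426 was the value without the second TH animal. The difference in the share of mapped reads between YH and YL, a measure added after seeing the data, was near 0 at 0.00533 percentage points. It was -0.0537 with medians and ranged from -0.221 without the third YH animal to 0.263 without the third YL animal. It was also below 0 without the second or the fourth YL animal. None of these differences passed the adjusted exact permutation test under any setting.

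With the replicate number as a block (paired, exact sign-flip test, added after seeing the data), the difference between TL and YL was -2.47 percentage points with an adjusted p of 0.25, and 4 pairs allow no p below 0.125. The block changed no call. The uniquely mapped reads of same-numbered animals correlated at 0.952 in TL vs. YL and 0.886 in YH vs. YL, where all 4 differences had the same sign, but at -0.270 in TH vs. YH and -0.353 in TH vs. TL. For the unique share the correlations ranged from -0.846 to 0.134, and for the mapped share from -0.677 to 0.941. The paper's text names no litter or batch that the numbers mark, and with correlations of both signs in each measure no pairing was taken from the numbers.

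A stricter score and equal numbers of peaks by score were not run, since the lists hold no score. Elements of the genome were not analysed here, and tags at shared peaks were not compared because a peak's animal is unknown. The depth and the single list per group limit all peak measures, which have no spread between animals.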

Differences from the paper's values

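The share of the genome covered by peaks was lower than the paper's in each group. It was 6.85% in TH against the paper's 11.99%, 6.69% in YH against the paper's 12.82%, 5.89% in TL against the paper's 10.47% and 7.82% in YL against the paper's 15.06%. The alternative set before the data were examined, the length of chromosomes 1 to 18 and X, gave 7.03%, 6.85%, 6.04% and 8.03% and did not close the gap. With the sum of the peak lengths, in which overlapping peaks count several times, the shares were 12.0%, 12.8%, 10.5% and 15.1%, a setting chosen after seeing the values.

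The order of TH and YH also differed. The paper's share is lower in TH than in YH, while the bases counted once were more in TH (192265951) than in YH (187775615). The paper's order returned for bases under at least 2 peaks, at 3.27% in TH and 3.39% in YH. It also returned with at least 20 tags, at 5.65% and 5.77%, both settings being chosen after seeing the data.

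In its text the paper gives 280679 peaks in TH, and the list held 280678, as its Table 1 does. The text's range of average lengths ends at the value of YH, whereas the median in YL was 1045 bp.

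The paper states that more of the DMRs of Tibetan pigs were hypermethylated in the highland group. TH had more windows with 3 peaks than TL (61334 against 43019) but fewer with 4 peaks (21944 against 32355). A TH animal with fewer peaks than the others would give this and would lower the TH share of windows with 4 animals against 0. Among windows with peaks in 4 animals against 0, the highland share was 47.7%. It was below 50% with the other settings for 4 animals against 0 as well, at 38.5% with the common minimum of tags, 39.0% with equal numbers of peaks, 42.4% with at least 20 tags, 46.7% with shifted windows, 46.8% with any base of a window and 48.1% on chromosomes 1 to 18. With at least 3 animals against 0 it was 63.8%, on the paper's side (all window settings were chosen after seeing the data). Among peaks without overlap it was 57.7%, also on the paper's side, with 56.9% for an overlap of at least 50% of both peaks, and 64.5% with at least 20 tags and 51.7% with equal numbers of peaks, both chosen after seeing the data. The paper states that fewer between-breed DMRs were hypermethylated in Tibetan pigs. At high elevation the Tibetan share of peaks without overlap was 53.2%, and between 52.9% and 55.8% with the alternatives, while that of windows with peaks in 4 animals against 0 was 20.6%, on the paper's side, and between 12.3% and 39.4% with the other window settings. At low elevation it was on the paper's side in the windows (11.3%) and among peaks without overlap (34.9%), except for 53.7% among such peaks with equal numbers of peaks.

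The paper places the evaluated regions of the 5 bisulfite genes in introns. The DMR of EPHX2 in Additional file 5, on chromosome 14 from 12475001 to 12475500, is listed there as a promoter. The paper describes a higher density of reads at the chromosome ends. By peaks, the 2 ends of chromosomes 10 and 17, counted as 1 region, were not denser than the middle in any of the 4 groups at a width of 10%, although the last end of chromosome 17 by itself was denser in each group. In covered bases per Mb at this width, the ends of chromosome 17 were denser, with ratios of 1.09 in TH, 1.05 in YH, 1.09 in TL and 1.04 in YL. For chromosome 10 this ratio was 1.04 in TL, but 0.976 in TH, 0.973 in YH and 0.991 in YL.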

Other observations

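The tests of explanations in this part were chosen after the results were seen, except the minimum of tags per M reads (M, 1000000 reads), which was set as 1 test before its result, with its reading for each pair of groups decided after it.

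The number of peaks differed by up to 1.28 times between the groups and followed the order of their summed reads, although not that of the median animal, which had more reads in TH (15650406) than in YH (15558173). Per M uniquely mapped reads, the numbers differed by at most 1.09 times. Read depth is therefore a candidate explanation of most of the difference in the number of peaks between the groups. Breed and elevation stay open, since each group has a single list.

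Windows with peaks in 4 animals against 0 lay mostly on the side of the group with more reads on average, in TH vs. YH, TL vs. YL and YH vs. YL. They did not in TH vs. TL, where TH had more reads but held 511 such windows against 561 in TL. The TH share there was 47.7%, and lower with a common minimum of tags per M reads (38.5%) and with equal numbers of peaks by tags (39.0%). Of windows with 3 or more animals against 0, the group with the higher mean reads held more windows in all 6 pairs of groups. By median reads this did not hold in TH vs. YH, where TH had the higher median and YH held 10031 windows against 6524 in TH. The mean of YH also rests on its second animal, without which the difference of TH from YH was -0.0526 M reads in place of -0.777 M. Among windows with 3 or more animals against 0, the share of the first group rose with the ratio of its mean reads to those of the second. It was 15.3% in TL vs. YL (ratio of reads 0.821), 23.2% in TH vs. YL (0.900), 26.3% in YH vs. YL (0.946), 39.4% in TH vs. YH (0.952), 63.8% in TH vs. TL (1.10) and 73.9% in YH vs. TL (1.15). With 4 animals against 0 the share did not rise throughout, at 11.3%, 11.2%, 24.3%, 20.6%, 47.7% and 81.1% in the same order of pairs. The 6 pairs come from 4 groups and are not independent, so no correlation was calculated. With a common minimum of tags per M reads, the share of the first group in windows with 4 animals against 0 went from 20.6% to 16.1% in TH vs. YH, from 11.3% to 13.1% in TL vs. YL and from 24.3% to 27.0% in YH vs. YL. The minimum kept 90.3% of the TH peaks, 95.8% of the YH peaks, 97.0% of the TL peaks and 92.4% of the YL peaks, and each share moved towards the list that lost fewer peaks. With equal numbers of peaks by tags the share was 22.8% in TL vs. YL and 37.1% in YH vs. YL, nearer to 50%, but 19.3% in TH vs. YH, where the windows were still 1.87 times the mean over splits. Different numbers of peaks in the lists are thus opposed as the whole cause in each of the 3 pairs, and in TH vs. YH equal numbers took away none of the imbalance. The depth of single animals stays open, since a window with peaks in 4 animals needs a peak in the shallowest, which had 13246141 uniquely mapped reads in TH against 15156793 in YH, 12798952 in TL and 16211179 in YL. Neither setting acts on single animals or brings back peaks too weak to be called in a shallower library, so that in all 3 pairs depth cannot be told apart from the groups.

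A TH animal with fewer peaks than the others could also lower the number of windows with 4 TH animals, and bases under 4 peaks were fewest in TH (5.70% of covered bases). With at least 3 animals against 0, the share of TH against YH rose to 39.4%, and that of TH against TL rose from 47.7% to 63.8%. Without animal names this cannot be told apart from a difference between the breeds or between the elevations.

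A sequence difference of Tibetan pigs from the reference animal could leave fewer mapped reads and fewer peaks in Tibetan pigs. The share of mapped reads was lower in each Tibetan animal than in each Yorkshire animal of the same elevation, by 2.66 percentage points on average at high and 2.03 at low elevation (exact permutation test, p = 0.0286, the smallest that 4 animals against 4 allow, and adjusted p = 0.0571 over 4 comparisons). The share of uniquely mapped reads was lower too, with an adjusted p of 0.114 from the same exact test at each elevation. These differences are what the explanation needs, but a difference between the breeds' libraries would give them as well. The windows of YH vs. YL, which are of a single breed, lay on the YH side in 24.3% of cases, so a one-sided count also arose without a difference of breed. For the pairs of breeds the explanation cannot be told apart from breed itself.

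The windows between breeds exceeded the mean over splits of the animals, but the real split could not be ranked among the others. Each window with peaks in 4 of 8 animals is counted in exactly 1 split, so that at most 18 of the 35 splits can give as many windows as TH vs. YH, and at most 11 of 35 as many as TL vs. YL. The limits were 35 of 35 for TH vs. TL and 33 of 35 for YH vs. YL. These are upper limits, and the true numbers cannot be told apart from lower ones without animal names.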
